A study of Mus musculus with 6 samples.

How the data were processed

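Lung cells from wildtype mice were profiled by droplet single-cell RNA sequencing, in which each captured transcript carries a unique molecular identifier (UMI) so that amplified copies count as 1 molecule. The labels describe sorted lung cells, call them mesenchymal, give whole lung as the source, and assign 1 library to each of 6 ages (E17, E19, P7, P13, P20 and P70, where E is a day of gestation and P a day after birth). The number of animals in a library is not stated in the labels.

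For each library the authors deposited a matrix of UMI counts per gene and cell, not normalised. Per the file headers the matrices were written by software version 3.0.2, and per the labels the libraries were made with the 10x Chromium 3' kit (v2) and sequenced on an Illumina NextSeq500. Neither source states the genome build, the annotation or the settings used to call cells, so no coordinates are given. Each matrix lists 31053 genes with identifiers and symbols, which were used as given. The matrices were already restricted to called cells, because the smallest cell total was 500 or 501 UMIs in each library. A minimum of 500 UMIs therefore removed no cell.

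Cells were kept with at least 500 UMIs, at least 250 genes and at most 10% mitochondrial UMIs. Under these limits the gene minimum left out 196 cells at E17, 37 at E19, 67 at P7, 11 at P13, 195 at P20 and 33 at P70, and the mitochondrial limit concerned 499, 687, 441, 114, 741 and 144 cells. Doublets were called in each library with Scrublet in scanpy 1.11.5, at an expected rate of 0.8% per 1000 cells, and removed. It called 108 cells at E17 (2.04%), 495 at E19 (5.98%), 148 at P7 (2.33%), 141 at P13 (2.61%), 327 at P20 (4.16%) and 39 at P70 (1.16%), below the expected rates of 4.79, 7.20, 5.48, 4.42, 7.04 and 2.84%. Clusters with the markers of more than 1 lineage were removed as well. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and igraph 0.11.9.

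Each library was clustered alone, which kept age out of the clusters. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes and 30 principal components were used with 15 neighbours, and Leiden clusters were taken at resolution 4 for lineages. A lineage name came from marker genes fixed before the data were examined, as the mean z-score of the markers across the clusters of a library, with a minimum of 0.5. Mesenchymal cells were then clustered again within each library at resolution 1, without 9 genes held out from clustering and from the class markers: Acta2, Myh11, Tagln, Cnn1, Des, Pdgfra, Pdgfrb, Hhip and Cdh4. Their levels are therefore measurements and not part of a marker list. They were not kept out of the leading genes of a cluster, which the naming rule also uses. They could therefore affect a name by taking a place there.

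Class names followed 7 marker lists, also fixed before the data were examined, for vascular smooth muscle, pericytes, airway smooth muscle, ductal myofibroblasts, alveolar myofibroblasts, central fibroblasts and proximal fibroblasts. A cluster was scored by the mean z-score of log2(CPM + 20) across the clusters of all libraries, where CPM is UMIs per 1e6 UMIs. It took a class name when its best score was at least 0.25, no other class was within 0.15, and no other class had more markers among its 10 leading genes. Where classes of 1 axis could not be separated, the cluster stayed in an undivided group of that axis. The epithelial axis joins airway smooth muscle with ductal and alveolar myofibroblasts, so its undivided group can hold airway smooth muscle. Clusters named vascular or airway smooth muscle, or undivided between these, were pooled as smooth muscle. With fewer than 3 markers of its class among the 10 leading genes, a cluster stayed unnamed when another lineage scored above its class and was removed as mixed when that lineage also scored at least 1.5. Clusters led by cardiac muscle genes, and clusters between classes of different axes, stayed unnamed as well. All names mean cells that resemble the type by these markers and were rebuilt here; they are not the authors' annotation.

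The marker lists were fixed beforehand, but the rule that turned scores into names was settled after the data were seen. 4 earlier rules were tried: within-library scores at resolution 1, within-library scores on lineages from resolution 4, the highest score across libraries, and a rule with a gap between scores but no undivided fibroblast group. The last change moved cluster 8 of P13, with 123 cells, from ductal to unnamed. It also placed cluster 4 of P13, with 332 cells, and cluster 5 of E17, with 172 cells, in undivided groups. Undivided groups were left out of the gene and gene list comparisons between ages after their values had been seen; changes of class shares include them where stated. The list of cardiac genes and the list of immediate-early genes were likewise chosen after the data were seen.

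Class shares are over all mesenchymal cells of a library, unnamed cells included, with mesothelial and mixed cells left out. Shares carry exact (Clopper-Pearson) 95% intervals. Where no cell had the UMIs counted, the share that it allows is given in place of the interval, as 3 counts over the number of cells. No such limit is given where no cluster took a class name, because names were given to whole clusters. Levels are sums of UMIs over the cells of a class in a library, given as CPM with exact 95% Poisson intervals. Ratios of CPM carry exact conditional 95% intervals and were made only where both classes had at least 50 cells. When 1 of the sums was 0, it was set to 3 counts and the ratio is given as a bound. With 1 library per age no test between single ages was possible. A trend over the ages, or a contrast of ages before and after birth, was not tested, and no p-value is given.

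Genes named between ages followed a rule fixed before the data were examined. For each class, the earliest and latest libraries with at least 50 cells were compared, and alveolar myofibroblasts also at P7 and P13. The 3 genes with the largest CPM ratio each way were taken among genes with at least 100 UMIs in the higher sum, ranked with sums under 3 counts set to 3. Mitochondrial, ribosomal protein, haemoglobin and sex-linked genes were left out, as were genes higher in another lineage of the same library. Contractile, elastic fibre and fibrillar collagen gene lists were summarised by their median log2 ratio, with its percentile among 10000 random lists of the same size drawn from the 100 genes on either side in rank of mean expression. List genes with sums of 3 counts or fewer in both libraries were left out. Shares of cells with a cell cycle or sex-linked UMI were computed after thinning every cell to 1000 UMIs, leaving out shallower cells.

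The steps were tested on simulated data. For central fibroblasts at E17 and P70, counts were drawn for 7526 genes, of which 200 were changed. Intervals covered the true ratio for 96.0% of genes, and the sign was recovered for 100% of the changed genes. The counts came from the Poisson model that the intervals assume, without differences between cells or clusters. Coverage near the nominal level was therefore fixed by the design. Of 300 random unchanged lists of 12 genes, 4.33% fell outside the central 95% of percentiles. Cells simulated from the named classes returned to their class in 67.5% of cases at E17, 100% at E19, 99.9% at P7, 91.2% at P13, 100% at P20 and 100% at P70. The remaining E17 and P13 cells were left undivided or unnamed. Simulated cells followed the mean profile of their named class, and undivided and unnamed clusters were left out. These percentages therefore do not measure naming errors in the real clusters.

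Alternatives covered cluster resolutions 0.5 and 2, doublets kept, a minimum of 1000 UMIs, no mitochondrial limit, joint clustering of all 6 libraries, scoring of single cells, held-out genes used in clustering, other naming rules, CPM without the 50 highest genes, a floor of 10 counts, and other thinning and cycle gene limits.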

Results

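The study asked how mouse lung mesenchymal cells can be classified along 3 axes and whether myofibroblasts form separate populations. Sorted lung cells of wildtype mice were profiled at E17, E19, P7, P13, P20 and P70, with 1 library per age. The matrices held 5985, 9000, 6851, 5520, 8797 and 3546 cells in that order of age. Total UMIs were 49676675 at E17, 38316470 at E19, 31437320 at P7, 14011218 at P13, 33985183 at P20 and 12105435 at P70. The median cell held 7535 UMIs at E17 and 2154.5 at P13, the deepest and the shallowest library. No age had a replicate library, so differences between ages are differences between these libraries. All intervals are 95% intervals and cover counting error only.

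After filtering, 5182, 7781, 6195, 5254, 7534 and 3330 cells were kept from E17 to P70. Mesenchymal-like cells, named by collagen and other stromal markers, made up 37.4% (36.1 to 38.7%) of them at E17, 24.4% (23.4 to 25.3%) at E19, 26.5% (25.4 to 27.6%) at P7, 34.5% (33.3 to 35.8%) at P13, 23.3% (22.3 to 24.2%) at P20 and 25.9% (24.4 to 27.4%) at P70. Epithelial-like cells accounted for 30.4% at E17 and 17.5% at P70. The endothelial-like share was lowest at P13, at 17.8%, and highest at P70, at 35.3%. Immune-like cells rose from 7.29% at E17 to 27.5% at P20. Unnamed cells were at most 2.24% of a library. Keeping called doublets moved these shares most, with the epithelial-like share of E19 at 31.5% against 34.2%.

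The mesenchymal cells, 1937, 1895, 1643, 1815, 1753 and 862 by age, were divided into classes. After 9, 0, 37, 0, 24 and 9 mixed cells were removed, central fibroblast-like cells made up 45.6% (43.4 to 47.9%) at E17 and 50.4% (48.2 to 52.7%) at E19. Their share was 18.2% (16.4 to 20.2%) at P7 and 8.87% (7.60 to 10.3%) at P13, against 54.3% (51.9 to 56.6%) at P20 and 75.4% (72.3 to 78.2%) at P70. Myofibroblast-like cells together with undivided cells of the epithelial axis rose with central fibroblasts from E17 to E19 and moved opposite to them from E19 onward. They accounted for 8.71% (7.49 to 10.1%) at E17, 26.0% (24.1 to 28.1%) at E19, 47.8% (45.3 to 50.2%) at P7, 65.2% (63.0 to 67.4%) at P13, 10.4% (9.01 to 11.9%) at P20 and 4.45% (3.17 to 6.06%) at P70. Between P13 and P20 this share fell by 54.8 percentage points (interval -57.4 to -52.1). The direction held in every alternative, with changes from -43.3 to -69.97 points. The undivided part of this share can include airway smooth muscle.

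**Figure D1:**
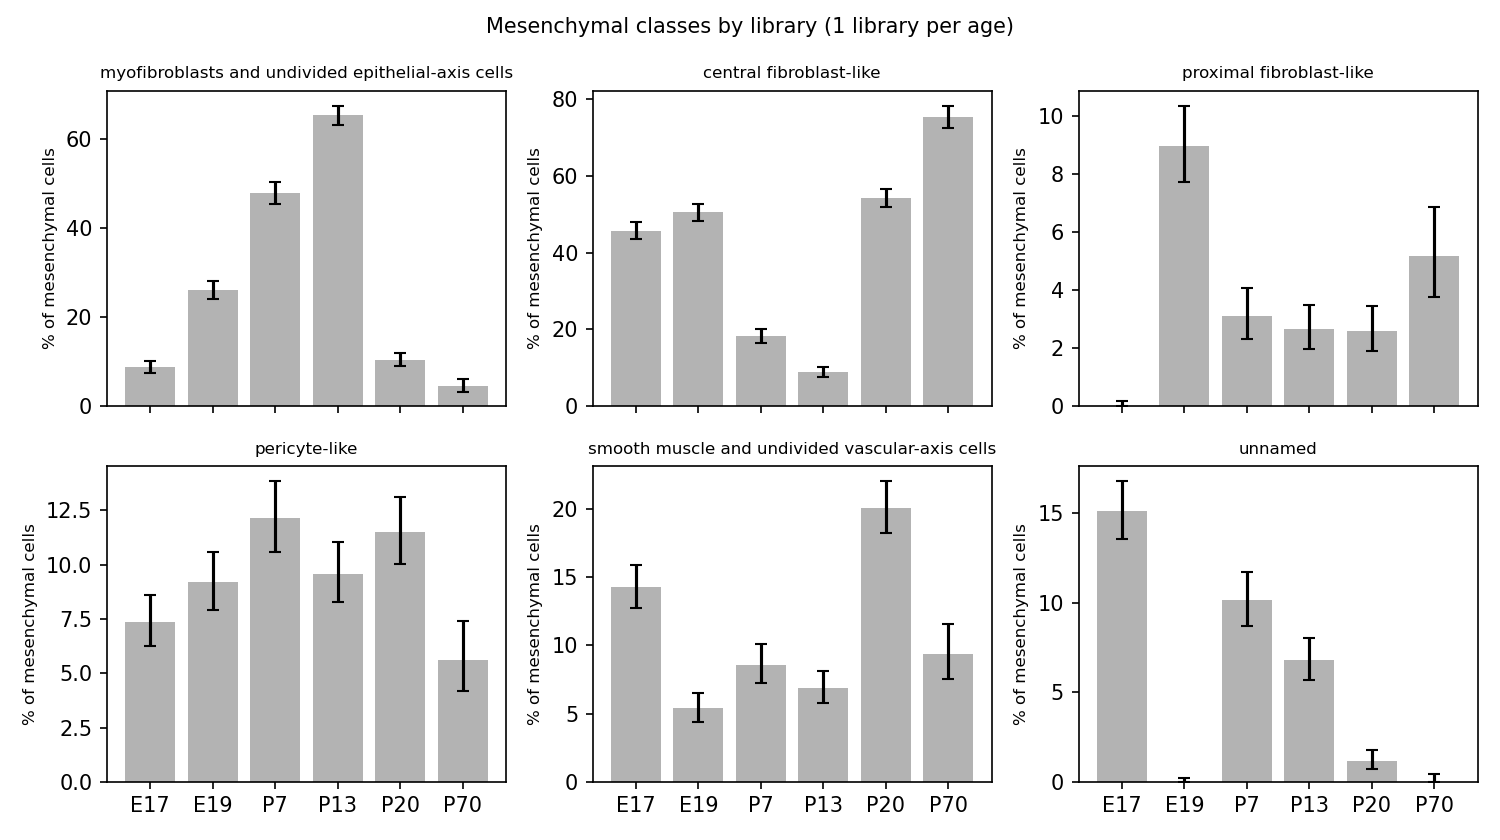
Share of mesenchymal cells in each class (percent, vertical axis) by library age, with exact 95% intervals that cover counting error only. Myofibroblasts with undivided epithelial-axis cells reached 65.2% at P13 and 10.4% at P20, while central fibroblasts went from 8.87% to 54.3%.

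Within the epithelial axis, alveolar myofibroblast-like clusters held 5.71% of mesenchymal cells at E17, 26.0% at E19, 24.1% at P7 and 46.9% at P13. No cluster had this name at P20 or P70. Names were given to whole clusters, so this sets no limit on single cells: with each cell scored by markers, 0.983% (0.574 to 1.57%) were alveolar at P20 and 0.117% (0.00297 to 0.651%) at P70. Ductal myofibroblast-like clusters were named only at P20, with 180 cells or 10.4%, and at P70, with 38 cells or 4.45% (3.17 to 6.06%). No alveolar cluster was named at E17 with called doublets kept, with at least 1000 UMIs, with the held-out genes used in clustering or with all libraries clustered together. At resolution 0.5, and with called doublets kept, no cluster of P20 was named ductal. Over the alternatives, the ductal shares of ages before P20 moved from 0% in 8 values and stayed within counting error in 28. These include the scoring of single cells given below. The undivided epithelial-axis group held 3.01% at E17, 23.7% at P7 and 18.3% at P13, so the absence of a ductal name at these ages does not exclude ductal cells. The group can also hold airway smooth muscle. With each cell scored by markers, 2.33% were ductal at E17, 7.39% at E19, 2.62% at P7, 16.0% at P13, 7.92% at P20 and 3.3998% at P70.

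No cluster was named proximal fibroblast-like at E17, where scoring each cell by markers gave 19.7% (17.955 to 21.6%). Proximal fibroblast-like clusters held 8.97% at E19, 3.11% at P7, 2.64% at P13, 2.60% at P20 and 5.16% at P70. At E17 a further 8.92% were fibroblasts undivided between central and proximal. Pericyte-like cells ranged from 5.63% at P70 to 12.1% at P7, and their change from E17 to P70 of -1.74 points (-3.66 to 0.356) was not detectable at this depth. Smooth muscle with undivided vascular-axis cells was 14.3% at E17 and 9.38% at P70, a change of -4.88 points (-7.37 to -2.24). Between these ages the course was not a steady fall, with 6.89% at P13 and 20.1% at P20, a change of 13.2 points (10.9 to 15.4). Without the undivided cells, smooth muscle was 9.91% (8.61 to 11.3%) at E17, and it made up all of the share at P70. At P13 it held all 125 cells of the share, and at P20 159 cells beside 188 undivided cells. Both changes therefore lay largely in undivided cells, which may be pericytes. The E17 to P70 changes of proximal fibroblasts and of smooth muscle with undivided vascular-axis cells reversed under some alternatives. The change that moved most was that of central fibroblasts, 29.7 points (26.0 to 33.4) and 61.9 points at resolution 2. Under the naming limits, unnamed cells were 15.1% at E17, 0% at E19, 10.1% at P7, 6.78% at P13, 1.16% at P20 and 0% at P70, and the E17 share moved most of all class shares, to 51.9% at resolution 2. The limits behind the undivided and unnamed cells were set after the data were seen. The smooth muscle or pericyte undivided group held 4.36% at E17, 2.93% at P7 and 10.9% at P20.

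Several named clusters were led by genes of stress or of other cells. Immediate-early genes such as Fos, Nr4a1, Zfp36 or Atf3 led cluster 4 of E19, cluster 0 of P7, cluster 9 of P13 and cluster 2 of P70. Il6, Ccl7 and Mmp3 were among the leading genes of cluster 5 of P20 and cluster 4 of P70. Ppbp and Pf4, platelet genes, led cluster 5 of P13, and S100a8 and S100a9, neutrophil genes, were near the top of cluster 7 of P13. Cell cycle genes led clusters 3 and 4 of E17, named central, and clusters 7 and 10 of P7, named alveolar. Haemoglobin genes were among those leading cluster 3 of E19 and cluster 2 of P20.

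The held-out genes asked whether the classes differ in genes that were kept out of the clustering and the class markers. These were Acta2 (ENSMUSG00000035783), Myh11 (ENSMUSG00000018830), Tagln (ENSMUSG00000032085), Cnn1 (ENSMUSG00000001349), Des (ENSMUSG00000026208), Pdgfra (ENSMUSG00000029231), Pdgfrb (ENSMUSG00000024620), Hhip (ENSMUSG00000064325) and Cdh4 (ENSMUSG00000000305). As background, Acta2 stood between 3.67 and 46.3 CPM in the epithelial-like, endothelial-like and immune-like cells of the 6 libraries. The highest level in these lineages was 5.11 CPM for Pdgfra, 17.2 CPM for Hhip and 6.99 CPM for Cdh4.

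In alveolar myofibroblasts, Acta2 was at 4419 CPM (4282 to 4560) at E17, 423 (390 to 459) at E19, 3586 (3515 to 3659) at P7 and 987 (945 to 1031) at P13. The CPM ratio to central fibroblasts of the same library was 7.73 (7.37 to 8.09) at E17, 1.61 (1.45 to 1.79) at E19, 10.0 (9.14 to 11.1) at P7 and 6.92 (5.33 to 9.14) at P13. The E19 ratio reversed with doublets kept and with a minimum of 1000 UMIs. Pdgfra was higher in alveolar myofibroblasts than in central fibroblasts at all 4 ages, by 5.44-fold (4.62 to 6.40), 10.1-fold (8.83 to 11.6), 4.52-fold (3.44 to 6.05) and 1.66-fold (1.34 to 2.07). Hhip was higher by 5.55-fold (4.85 to 6.34) at E17, 4.98-fold (4.63 to 5.35) at E19 and 2.84-fold (2.08 to 3.96) at P13, but its ratio at P7 was 0.427 (0.355 to 0.512). Cdh4 had 65 UMIs in alveolar myofibroblasts and 0 in central fibroblasts at E19, at least 48.9-fold higher. At P7 it had 26 and 0 UMIs, at least 4.05-fold higher.

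At P20 ductal myofibroblasts had 3699 CPM of Hhip (3536 to 3869), a ratio of 122 (100.2 to 149.7) to central fibroblasts. Pdgfra went the other way, at 32.8 CPM (19.1 to 52.6) against 718 (690 to 747), a ratio of 0.0457 (0.0266 to 0.0733). Acta2 was 16.7-fold (14.2 to 19.7) and Tagln 1.55-fold (1.41 to 1.69) higher in ductal myofibroblasts. Cdh4 was at 218 CPM (180 to 262) in ductal myofibroblasts and had 1 UMI in central fibroblasts, a ratio of 762 with a counting interval from 134 to 30374. At P70 the ductal cluster of 38 cells, fewer than the minimum for a ratio, held 4813 CPM of Hhip (4381 to 5276), 254 of Cdh4 (163 to 378) and 31.7 of Pdgfra (6.54 to 92.7). In central fibroblasts Pdgfra rose with age, from 57.2 CPM (51.2 to 63.7) at E17, 82.6 (72.9 to 93.2) at E19 and 45.3 (34.3 to 58.7) at P7 to 234 (189 to 286) at P13, 718 at P20 and 918 (876 to 962) at P70.

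**Figure D2:**
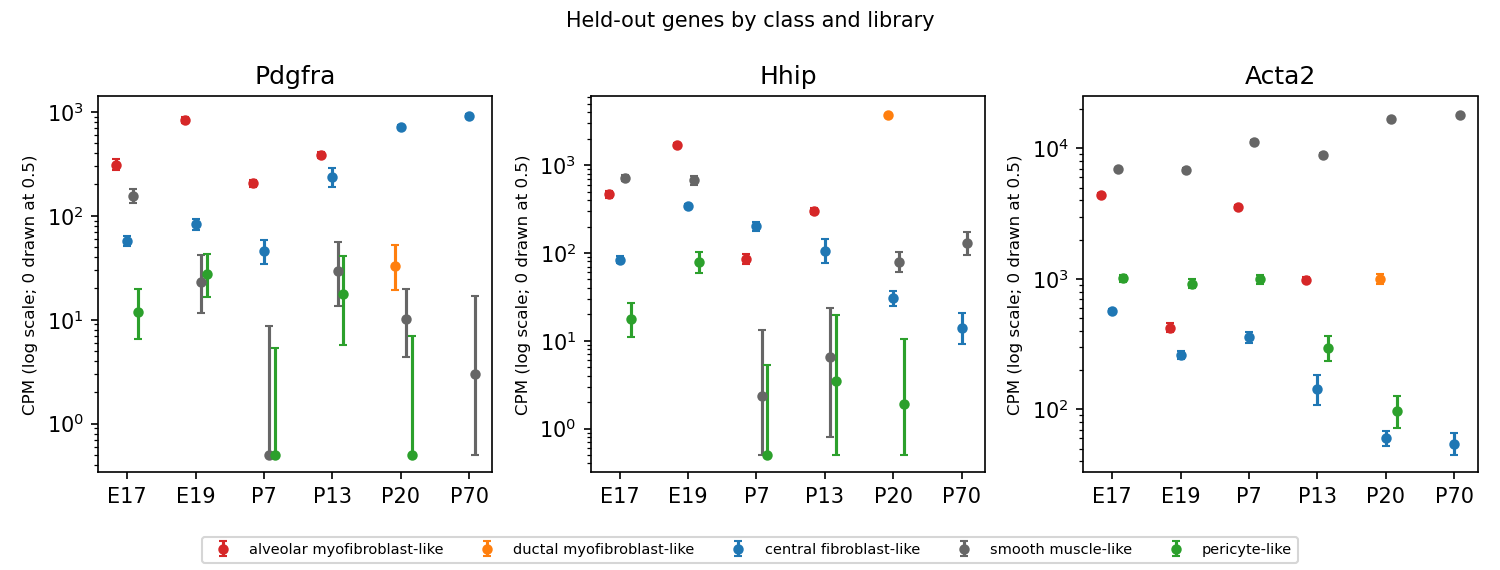
Levels of held-out genes (CPM, log axis) by class and library age, with exact 95% Poisson intervals that cover counting error only. At P20 ductal myofibroblasts had 3699 CPM of Hhip and 32.8 of Pdgfra, and central fibroblasts had 30.3 of Hhip and 718 of Pdgfra.

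The undivided epithelial-axis group also differed from alveolar myofibroblasts of the same library. Its Hhip ratio was 6.36 (5.51 to 7.37) at P7 and 2.08 (1.83 to 2.36) at P13, and its Cdh4 ratio 9.98 (6.59 to 15.7) and 3.17 (2.28 to 4.40). Pdgfra was lower, with ratios of 0.133 (0.0981 to 0.178) at P7 and 0.435 (0.353 to 0.531) at P13. Acta2 was 1.48-fold (1.44 to 1.52) higher at P7 and stood at a ratio of 0.344 (0.298 to 0.395) at P13. At E17 the undivided group of 58 cells was lower in all of these genes, so Hhip and Cdh4 went the other way there. It had 338 CPM of Hhip (297 to 382) against 464 (420 to 511) in alveolar myofibroblasts. Cdh4 was at 4.02 (0.829 to 11.8) against 22.5 (13.8 to 34.8), Pdgfra at 200 against 311 and Acta2 at 1740 against 4419. Cluster 9 of P7, with 191 cells, held 999 CPM of Hhip (934 to 1067), 121 of Cdh4 (98.9 to 146) and 1 UMI of Pdgfra. Its Cnn1 level, 1138 CPM (1069 to 1211), was above the 505 (439 to 577) of P7 smooth muscle. Airway smooth muscle in this cluster was not excluded. Cluster 2 of P7, with 189 cells, held 140 CPM of Hhip (117 to 165) and 50.6 of Pdgfra (37.5 to 66.7). At P13 the unnamed cluster 8 held 1528 CPM of Hhip (1392 to 1673) and 16.5 of Pdgfra (5.36 to 38.5).

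Smooth muscle was compared with pericytes in the libraries where each had at least 50 cells, E17 to P20. Acta2 was higher in smooth muscle by 6.88-fold (6.48 to 7.32) at E17, 7.49-fold (6.88 to 8.17) at E19, 11.3-fold (10.5 to 12.3) at P7, 30.2-fold (24.3 to 37.9) at P13 and 173-fold (131 to 232) at P20. The P20 ratio moved most of all held-out ratios, from 7.43 to 2.57 on the log2 scale when clusters took their highest score alone. Pdgfrb was lower in smooth muscle, with ratios of 0.0309 (0.0182 to 0.0493) at E17, 0.217 (0.178 to 0.263) at E19, 0.124 (0.0966 to 0.158) at P7, 0.159 (0.117 to 0.212) at P13 and 0.0390 (0.0300 to 0.0501) at P20. For Des the ratio was 1.57 (1.31 to 1.87) at E17, which reversed when single cells were scored, 1.79 (1.38 to 2.35) at P13 and 2.36 (2.05 to 2.72) at P20, while a difference was not detectable at E19 (0.914 to 1.43) or P7 (0.985 to 1.41). The E17 smooth muscle cells also held 156 CPM of Pdgfra (134 to 180) and 714 of Hhip (667 to 763). In smooth muscle of P7 and P13, Hhip had 1 and 2 UMIs, so the makeup of this class may differ between ages.

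Changes with age were then measured inside classes. In central fibroblasts between E17 and P70, Inmt (0 and 21919 UMIs) was at least 22158-fold higher at P70. It is itself a marker used for naming. Sod3 was 4192-fold (1636 to 15391) and Wisp2 4400-fold (789 to 173925) higher. Meg3 was 223-fold (137 to 390), Cenpf 274-fold (49.0 to 10836) and Cdca3 134-fold (37.0 to 1109) lower. The Meg3 change moved most of all named genes, from a log2 ratio of -7.80 to -9.85 with doublets kept. In alveolar myofibroblasts between E17 and P13, Aspn, a naming marker of ductal myofibroblasts, rose 1840-fold (330 to 72707), Igfbp5 253-fold (86.4 to 1227) and Sod3 at least 114-fold, while Smpx fell 330-fold (128 to 1216), Crh 530-fold (94.2 to 21024) and Sulf2 at least 78.3-fold. Between P7 and P13, Ntn4 rose 20.6-fold (12.2 to 37.4), Fmo2 13.9-fold (11.2 to 17.5) and Sod3 10.5-fold (8.54 to 13.1). Cell cycle genes led the decreases over the same interval, Pclaf by 222-fold (86.4 to 816), Ube2c by 175-fold (59.5 to 849) and Top2a by at least 146-fold.

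In smooth muscle between E17 and P70, Sod3 was at least 402-fold higher, Prss23 361-fold (122 to 1761) and S100a6 229-fold (135 to 420) higher, whereas H19 was at least 318-fold lower, Nnat, a naming marker of alveolar myofibroblasts, 874-fold (157 to 34514) and Igf1 547-fold (98.1 to 21619) lower. The E17 smooth muscle cluster scored as airway smooth muscle alone and the P70 cluster was undivided, so the makeup of this class differed between the ages. In pericytes between E17 and P20, Cxcl14 rose 795-fold (142 to 31502), Lipg at least 252-fold and Gap43 211-fold (81.8 to 779). Dlk1 fell at least 335-fold, Pclaf at least 147-fold and Cks2 89.6-fold (30.5 to 436). In proximal fibroblasts between E19 and P7, Dnajb1 was 13.5-fold (9.15 to 20.7), Cxcl1 11.3-fold (7.04 to 19.1) and the marker Serpinf1 8.46-fold (5.93 to 12.3) higher. H19 was 62.3-fold (21.2 to 303), Hsd11b1 at least 23.0-fold and Ndufa4l2, a naming marker of pericytes, 11.6-fold (7.07 to 20.5) lower.

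The contractile gene list was lower at P13 than at E17 and P7 in alveolar myofibroblasts. Its median log2 ratio was -1.25 (-1.35 to -1.14) from E17 to P13, in the 0.02 percentile of random lists with 3 of 13 genes higher, and -0.98 (-1.16 to -0.88) from P7 to P13, in the 0.06 percentile with 0 of 13 genes higher. The median of all genes shifted by -0.22 and -0.26 in these comparisons, so the list stood at -1.04 and -0.72 relative to it. E19 was not part of them. In alveolar myofibroblasts of E19, Acta2, Tagln and Des were at 423, 297 and 62.6 CPM, below the 987, 1460 and 239 of P13. Myh11 was higher at E19 (110 against 54.8), and Cnn1 overlapped. A steady fall with age was therefore not shown. Fibrillar collagen genes rose in the same class by 1.15 (1.01 to 1.33) from E17 to P13 (99.3 percentile), or 1.36 relative to all genes, and by 0.50 (0.41 to 0.59) from P7 to P13 (95.5 percentile). The elastic fibre list was at -0.42 (20.4 percentile) and 0.14 (86.9 percentile).

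In smooth muscle from E17 to P70 the contractile list rose by 1.37 (1.27 to 1.497; 99.5 percentile), the elastic fibre list fell by 1.83 (0 percentile) and the fibrillar collagen list fell by 0.81 (2.52 percentile). Pericytes from E17 to P20 had an elastic fibre median of -1.69 (-2.05 to -1.27; 0 percentile), or -2.05 relative to a median of all genes of 0.36. Their contractile list was at 0.97 (97.0 percentile) and turned to -0.09 with doublets kept, the largest move of any list, and fibrillar collagen was at 0.19 (49.4 percentile). Central fibroblasts from E17 to P70 showed medians of 0.09 (36.5 percentile), -0.14 (44.0 percentile) and -0.62 (13.6 percentile) for the contractile, elastic fibre and fibrillar collagen lists. In proximal fibroblasts from E19 to P7 these were -0.31 (3.12 percentile), -0.21 (3.36 percentile) and 1.11 (99.9 percentile). Actg2, Synpo2 and Lmod1 of the contractile list are also naming markers of smooth muscle, and Fbn1, Mfap4, Col1a1, Col1a2 and Col3a1 are naming markers of the mesenchymal lineage.

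Cycling cells were counted as mesenchymal cells with UMIs of at least 2 of 8 cycle genes. After thinning to 1000 UMIs the share was 15.7% (14.1 to 17.5%) at E17, 0.160% (0.0330 to 0.466%) at E19, 4.97% (3.95 to 6.15%) at P7 and 0.231% (0.0630 to 0.590%) at P13. None were found among 1691 cells at P20, which allows up to 0.177%, or among 822 cells at P70, which allows up to 0.365%. Thinning left out 4, 18, 15, 83, 38 and 31 cells by age. Without thinning the shares were 36.4, 0.528, 8.28, 0.331, 0 and 0%, and the E17 share moved most.

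Sex-linked genes differed between libraries. Xist, expressed from the inactive X chromosome, was detected after thinning in 27.6% (25.6 to 29.7%) of mesenchymal cells at E17, 13.7% (12.2 to 15.4%) at E19 and 91.6% (90.2 to 92.9%) at P13, and in 0% at P7, P20 and P70. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were detected in 8.26% (7.07 to 9.58%) at E17, 16.2% (14.6 to 17.9%) at E19, 15.3% (13.5 to 17.1%) at P7, 14.6% (12.96 to 16.4%) at P20 and 16.7% (14.2 to 19.4%) at P70, and in 0 of 1732 cells at P13, which allows up to 0.173%. Cells with both kinds of UMI were 0.0520% at E17 and 0% at E19 after thinning, and 1.24% (0.799 to 1.85%) and 0.580% (0.290 to 1.04%) without thinning. The libraries without a kind of UMI give its background at the same thinned depth; before thinning the median mesenchymal cell held 6901, 3212, 4787, 2234, 3345 and 2829.5 UMIs from E17 to P70. Without thinning, Xist was found in 36.5% at E17, 16.0% at E19, 0.0623% at P7, 98.0% at P13, 0% at P20 and 0.117% at P70. The unthinned Y-linked shares were 39.5% at E17, 40.7% at E19, 54.9% at P7, 0% at P13, 40.9% at P20 and 39.9% at P70, and the P7 share moved most. Comparisons of P13 with P7, P20 or P70 were therefore also comparisons between libraries with Xist and libraries with Y-linked UMIs.

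**Figure D3:**
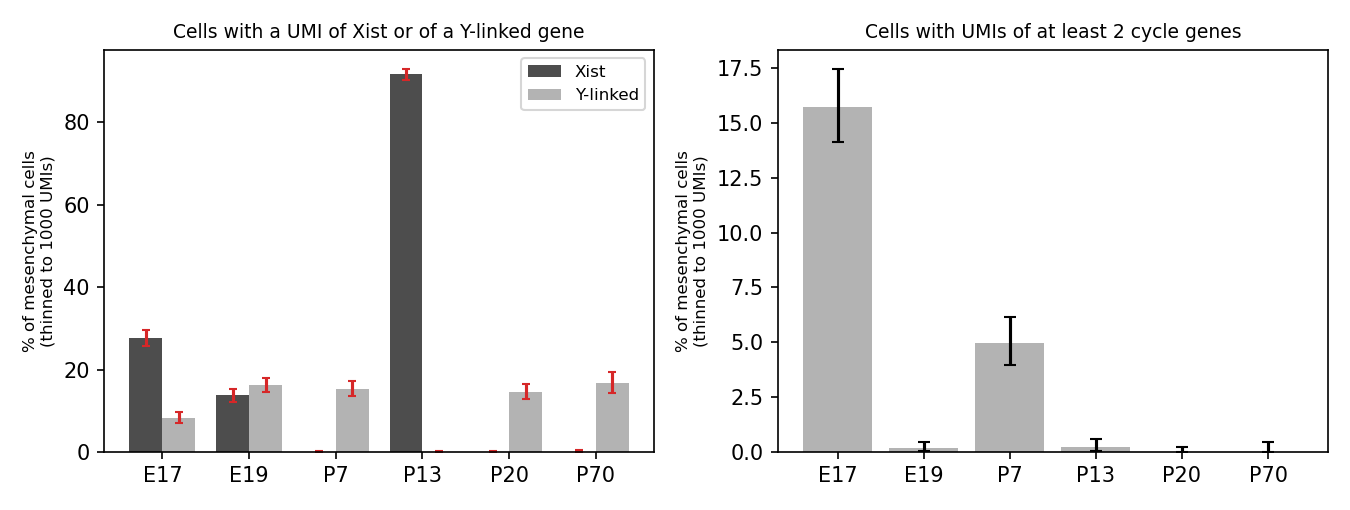
Share of mesenchymal cells (percent, vertical axis) with Xist, Y-linked or cycle gene UMIs in each library after thinning to 1000 UMIs, with exact 95% intervals that cover counting error only. Xist stood at 91.6% at P13 and at 0% at P7, P20 and P70, and the cycling share was 15.7% at E17.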

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

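The test that added the undivided group to alveolar myofibroblasts and the test on single P7 clusters were chosen only after the results were seen.

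The labels describe mesenchymal cells, yet most cells had the markers of other lineages. Epithelial-like, endothelial-like and immune-like cells together made up 60.8% of the cells kept at E17, 75.1% at E19, 71.7% at P7, 64.8% at P13, 73.1% at P20 and 71.2% at P70, and the comparisons between classes did not use them. Mesenchymal cells that hold free RNA of other types would keep their collagen transcripts. The highest Col1a2 level in these lineages was 3.11% of that in the mesenchymal cells of the same library. Col1a2 is itself a naming marker of the mesenchymal lineage, so its low level elsewhere follows in part from the naming. The test therefore cannot decide on that explanation. A sort that was wider than the labels state remains open and was not tested. No biological explanation was tested.

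Acta2, Myh11, Tagln and Des of the undivided epithelial-axis group differed from alveolar myofibroblasts in opposite directions at P7 and P13. The log2 ratio of Acta2 was 0.57 at P7 and -1.54 at P13, and that of Myh11 0.69 and -0.71. Tagln had 0.66 and -0.76, and Des 0.83 and -0.32. For Cnn1 the log2 ratio was 2.59 (2.40 to 2.79) at P7. At P13 no Cnn1 difference was detectable, with -0.52 (-3.77 to 1.75) from 2 and 9 UMIs. At E17 the undivided group was lower in Acta2 (1740 against 4419 CPM), Myh11 (77.7 against 183) and Tagln (390 against 994), as at P13. Its Des level of 21.4 CPM (12.3 to 34.8) overlapped the 27.0 (17.3 to 40.2) of alveolar myofibroblasts. The difference between the ages was not tested. The Acta2 ratio kept its sign at both ages in the alternatives that gave a value, whereas Des at P13 rose to 0.17 at resolution 2. The P7 group joins 2 clusters, and 1 of them alone might carry the difference. The lower Acta2 ratio of these clusters to alveolar myofibroblasts was 1.06 (1.03 to 1.11) and the other 1.95 (1.89 to 2.02). The 4 alveolar clusters of P7 spread from 0.748 to 1.22 on the same scale, so the lower Acta2 value lies inside their spread. For Acta2, 1 cluster carrying the difference stays open. The limit for this test was widened from counting error to that spread after its value was seen. The other genes were not part of the test. In the same cluster, Des was at 772 CPM (718 to 829), above the highest alveolar cluster at 626 (569 to 686). Its Tagln, 2820 (2716 to 2926) against 2793 (2672 to 2918), and Myh11, 205 (178 to 236) against 201 (173 to 231), overlapped the highest alveolar cluster. Its Cnn1, 123 (103 to 147), lay below the highest alveolar cluster at 241 (199 to 289). Clusters were formed in each library separately, and whether the undivided group holds the same cell types at P7 and P13 was not tested. Age, sex-linked expression and library differ together between P7 and P13, and a change with age remains open and untested.

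Hhip was higher in alveolar myofibroblasts than in central fibroblasts at E17, with a log2 ratio of 2.47, and lower at P7, with a log2 ratio of -1.23. The difference between the ages was not tested. Over the alternatives the P7 ratio lay between -1.34 and -0.37. Free RNA in the P7 central fibroblasts was argued against, because the highest Hhip level in endothelial-like or immune-like cells of P7 was 1.24% of that in central fibroblasts, and the level in epithelial-like cells 1.52%. The P7 ratio was 1.36 (1.19 to 1.57) on the linear scale after the undivided epithelial-axis group was added to alveolar myofibroblasts. That value is consistent with Hhip-rich cells of P7 lying in the undivided group, which is a hypothesis, since it was found and tested on the same cells. A change with age remains open and untested.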

How the results depend on the processing

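The results were recomputed under 26 alternatives chosen before the data were examined and 3 added after the data were seen. Among the values that answer a comparison, 214 moved by less than their counting interval, 133 moved further and 11 reversed. Among the values of single genes and other shares, the counts were 788, 349 and 4. A reversal was counted only where the interval of the reported value excludes 0, a restriction made after the first table of alternatives was seen, so values that moved include changes of sign where that interval holds 0, such as the pericyte change from E17 to P70 (-1.74 points as reported, 1.64 at resolution 0.5 and 5.27 with all libraries clustered together). Where a value below moved or reversed, the cause was not tested, except that leaving out thinning or changing its depth changes detection by construction. The epithelial-axis share means myofibroblasts with undivided epithelial-axis cells, which can include airway smooth muscle.

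The decrease of the epithelial-axis share from P13 to P20 was negative in all 9 alternatives run for it, between -69.97 and -43.3 points. Ductal myofibroblasts over central fibroblasts at P20 kept a log2 ratio of Hhip between 6.76 and 7.03 and of Pdgfra between -5.00 and -3.75 in the alternatives that gave a value. The changes from E17 to P70 of proximal fibroblasts, pericytes and smooth muscle with undivided vascular-axis cells depended on the clusters.

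With clusters at resolution 0.5, the epithelial-axis share was 10.6% at E17, 52.1% at P7, 69.97% at P13 and 0% at P20. The ductal share was 0% at P20. From E17 to P70 the share changed by 24.99 points for central fibroblasts, 18.7 points for proximal fibroblasts, 1.64 points for pericytes and -10.2 points for smooth muscle with undivided vascular-axis cells. From P13 to P20 the epithelial-axis share changed by -69.97 points. The log2 ratio of alveolar myofibroblasts over central fibroblasts was 3.63 for Acta2 and 1.68 for Pdgfra at P7, and 1.86 for Acta2, 2.19 for Pdgfra and 1.80 for Hhip at E17. The undivided epithelial-axis group over alveolar myofibroblasts had a log2 ratio of 0.66 for Acta2, -6.95 for Pdgfra, 3.45 for Hhip and 1.81 for Cdh4 at P7, and -1.21 for Acta2 and 1.40 for Hhip at P13.

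With clusters at resolution 2, the epithelial-axis share was 13.96% at E17, 55.5% at P7 and 61.8% at P13. Between E17 and P70 shares changed by 61.9 points for central fibroblasts, -0.042 points (reversed) for proximal fibroblasts and 3.30 points (reversed) for smooth muscle with undivided vascular-axis cells. The epithelial-axis change from P13 to P20 was -51.5 points. Between alveolar myofibroblasts and central fibroblasts the log2 ratio was 3.58 for Acta2 at P7, and 3.404 for Acta2 at P13, and 2.82 for Acta2, 2.998 for Pdgfra and 3.60 for Cdh4 at E17. Log2 ratios of ductal myofibroblasts over central fibroblasts were 4.33 for Acta2 at P20. For the undivided epithelial-axis group over alveolar myofibroblasts the log2 ratio was 0.27 for Acta2 and 2.67 for Cdh4 at P7, and -0.74 for Acta2, 0.17 (reversed) for Des and -1.59 for Pdgfra at P13.

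With each cluster given the class of its highest score alone, an alternative added after the data were seen, the epithelial-axis share was 13.8% at E17 and 72.0% at P13. Changes from E17 to P70 were 10.8 points for central fibroblasts. Between P13 and P20 the epithelial-axis share changed by -61.6 points. The log2 ratio of alveolar myofibroblasts over central fibroblasts was 3.53 for Acta2 and 1.77 for Pdgfra at P7, and 1.81 for Acta2, 1.91 for Pdgfra and 1.81 for Hhip at E17.

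With Scrublet calls kept, the epithelial-axis share was 15.03% at E17, 54.0% at P7, 57.6% at P13 and 0% at P20. The ductal share was 0% at P20. From E17 to P70 the share changed by 36.8 points for central fibroblasts and 5.599 points (reversed) for smooth muscle with undivided vascular-axis cells. From P13 to P20 the epithelial-axis share changed by -57.6 points. Alveolar myofibroblasts over central fibroblasts had a log2 ratio of -0.20 (reversed) for Acta2, -1.27 (reversed) for Tagln and 0.90 for Hhip at E19, and 3.62 for Acta2 at P7, and 3.20 for Acta2 at P13. Between the undivided epithelial-axis group and alveolar myofibroblasts the log2 ratio was 0.35 for Acta2 and 2.47 for Cdh4 at P7, and -1.17 for Acta2, -2.04 for Pdgfra and 1.76 for Hhip at P13. From E17 to P70 the median log2 ratio in smooth muscle was 0.86 for the contractile list and -1.31 for the fibrillar collagen list. In pericytes, the median log2 ratio from E17 to P20 was -0.0912 (reversed) for the contractile list and -0.88 for the elastic fibre list. From E17 to P70 the median log2 ratio in central fibroblasts was 0.0252 (reversed) for the elastic fibre list. In alveolar myofibroblasts, the median log2 ratio from P7 to P13 was -1.24 for the contractile list, -1.1e-03 (reversed) for the elastic fibre list and 0.19 for the fibrillar collagen list.

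With at least 1000 UMIs required per cell, the epithelial-axis share was 10.9% at E17, 54.1% at P7 and 58.3% at P13. The mesenchymal share of all cells was 35.9% at P13. Between E17 and P70 shares changed by 18.7 points for central fibroblasts. The epithelial-axis change from P13 to P20 was -48.3 points. Log2 ratios of alveolar myofibroblasts over central fibroblasts were -0.14 (reversed) for Acta2, -1.20 (reversed) for Tagln, 3.58 for Pdgfra and 0.50 for Hhip at E19, and 3.61 for Acta2 and 1.69 for Pdgfra at P7, and 1.97 for Acta2 at P13. For the undivided epithelial-axis group over alveolar myofibroblasts the log2 ratio was 0.65 for Acta2, -5.52 for Pdgfra, 3.39 for Hhip and 2.15 for Cdh4 at P7, and -1.19 for Acta2, -2.08 for Pdgfra and 1.95 for Hhip at P13.

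With all 6 libraries clustered together, the epithelial-axis share was 20.9% at E17, 42.6% at P7 and 71.4% at P13. Changes from E17 to P70 were 34.5 points for central fibroblasts, -0.408 points (reversed) for proximal fibroblasts, 5.27 points for pericytes and 1.28 points (reversed) for smooth muscle with undivided vascular-axis cells. Between P13 and P20 the epithelial-axis share changed by -61.4 points. The log2 ratio of alveolar myofibroblasts over central fibroblasts was 0.89 for Acta2 at E19, and 3.58 for Acta2 at P7, and 0.29 for Pdgfra and 2.23 for Hhip at P13.

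With each mesenchymal cell given the class of its own highest marker score, the epithelial-axis share was 14.6% at E17, 51.6% at P7 and 8.91% at P20. The ductal share was 7.92% at P20. From E17 to P70 the share changed by -8.92 points (reversed) for proximal fibroblasts and -8.99 points for smooth muscle with undivided vascular-axis cells. Alveolar myofibroblasts over central fibroblasts had a log2 ratio of 2.01 for Hhip at E19, and 3.69 for Acta2, 1.76 for Pdgfra and -0.37 for Hhip at P7, and 3.85 for Acta2 at P13, and 2.30 for Acta2 at E17. Between ductal myofibroblasts and central fibroblasts the log2 ratio was 4.48 for Acta2 and -3.75 for Pdgfra at P20. Log2 ratios of smooth muscle over pericytes were -0.37 (reversed) for Des at E17.

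With the 9 held-out genes used in clustering, the epithelial-axis share was 42.0% at P7 and 70.4% at P13. Between E17 and P70 shares changed by 20.04 points for central fibroblasts and -0.593 points for smooth muscle with undivided vascular-axis cells. From P13 to P20 the epithelial-axis share changed by -60.0 points.

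Under the earlier naming rule, also added after the data were seen, the epithelial-axis share was 53.7% at P13. The epithelial-axis change from P13 to P20 was -43.3 points.

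Without the mitochondrial limit, the mesenchymal share of all cells was 26.8% at E19.

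With cells thinned to 2000 UMIs, the cycling share was 23.7% at E17.

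With 3 cycle genes required, the cycling share was 9.15% at E17, 0% at E19 and 3.52% at P7.

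Without thinning, the cycling share was 36.4% at E17, 0.528% at E19 and 8.28% at P7. The Xist share was 36.5% at E17, 16.0% at E19 and 98.0% at P13. The Y-linked share was 39.5% at E17, 40.7% at E19, 54.9% at P7, 40.9% at P20 and 39.9% at P70.

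With the 50 highest genes left out of each total, for alveolar myofibroblasts over central fibroblasts the log2 ratio was 2.86 for Acta2 at E17. From E17 to P13 the median log2 ratio in alveolar myofibroblasts was -1.13 for the contractile list. In alveolar myofibroblasts, the median log2 ratio from P7 to P13 was -0.84 for the contractile list and 0.63 for the fibrillar collagen list.

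Some alternatives gave no value. No alveolar cluster was named at E17 with doublets kept, with at least 1000 UMIs, with all libraries clustered together or with the held-out genes used in clustering, so those alternatives gave no E17 ratio or change from E17 in that class. At resolution 0.5 and with doublets kept no ductal cells were named at P20, so no ductal ratio was computed. No paired analysis was possible because there was 1 library per age and no comparison was tested. Depth limits the P13 library most, with a median of 2234 UMIs per mesenchymal cell, and limits P70 through its 853 mesenchymal cells.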

Other observations

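The tests of depth, doublets and recovery, the test of sex against P7, and the test of Pdgfra in pericytes, smooth muscle and the cells undivided between them were chosen only after the results were seen.

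The share of myofibroblasts with undivided epithelial-axis cells was 65.2% at P13 and 10.4% at P20. The P13 library was the shallowest. With every cell thinned to 1000 UMIs and scored alone, the shares were 59.6% at P13 and 8.34% at P20, which argues against depth as the cause. With called doublets kept and every unnamed cell counted in, the P20 share was 11.5% against 57.6% at P13, which argues against doublets. P7 had Y-linked and no Xist UMIs after thinning, like P20, and a share of 47.8%, so sex was not the whole cause. Within E19, the share in cells with Xist minus that in cells with Y-linked UMIs was 2.14 points, with 25% (20.1 to 30.4%) of 292 cells against 22.9% (19.9 to 26.0%) of 761 cells, so no difference was detectable there. In E17, the other library with both kinds of UMI, the share was 8.25% (6.29 to 10.6%) of 679 cells with Xist and 10.3% (8.21 to 12.7%) of 737 cells with Y-linked UMIs, in the other direction with overlapping intervals. Different recovery of cell types cannot be told apart from age, because there was 1 library per age. A loss of these cells with age remains a hypothesis.

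Pdgfra in central fibroblasts was 16.1-fold higher at P70 than at E17. Free RNA was argued against, because the highest level in endothelial-like, epithelial-like or immune-like cells of P20 and P70 was 0.533% of that in central fibroblasts. With the 50 highest genes left out, the ratio was 16.2, which argues against a few abundant genes. In pericytes, smooth muscle and the cells undivided between them, summed, the ratio was 0.0317 (7.99e-04 to 0.178), from 223 UMIs at E17 and 1 at P70, which argues against a change of every mesenchymal cell. Of the E17 UMIs 186 lay in smooth muscle, 23 in the undivided cells and 14 in pericytes, and the makeup of smooth muscle differed between the ages. A change of the whole library cannot be told apart from a change of the class, because the highest ratio in the other lineages was 4.28 and rested on 12 and 10 UMIs. A change with age remains open.

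Immediate-early genes led clusters of several classes. A response to handling shared by all cells of a library was tested on 8 such genes. Their lowest level in endothelial-like cells over the 6 libraries was 50.2% of that in mesenchymal cells, at E17, just above the limit of 50% set for that explanation. Other lineages went against it at the later ages: epithelial-like cells held 36.3% of the mesenchymal level at P20 and 27.6% at P70, and immune-like cells 28.3% at P70. From E17 to P70 the level went from 1497 to 12933 CPM in mesenchymal cells, from 751 to 8894 CPM in endothelial-like cells, from 2388 to 3574 CPM in epithelial-like cells and from 3006 to 3666 CPM in immune-like cells. The explanation was left open after these values were seen, since cell types can differ in their response to handling.

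Many genes of central fibroblasts differed between E17 and P70. Across 5517 genes the log2 ratios of central fibroblasts and of endothelial-like cells had a Pearson r of 0.730; genes are not independent replicates. This value lay between the limits set for and against a change of the whole library, which therefore cannot be told apart from a change of the class.

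The cycling share of mesenchymal cells was lower at E19 than at E17 and P7. In endothelial-like cells it was 26.6% at E17, 3.91% (3.11 to 4.85%) at E19 and 8.55% (7.11 to 10.2%) at P7, which met the criterion set for a property of the whole E19 library by a small margin. Epithelial-like cells followed the same course, with 16.2% at E17, 0.0377% (9.55e-04 to 0.210%) at E19 and 2.43% (1.74 to 3.29%) at P7. In immune-like cells it was 13.4% (10.1 to 17.3%) at E17, 5.77% (4.42 to 7.38%) at E19 and 3.17% (2.30 to 4.24%) at P7, so it was also lower at E19 than at E17 but higher than at P7, and after this value was seen the explanation was left open. Age and library cannot be told apart here.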
